A study of Rattus norvegicus with 2 samples. Its data were reported in "Bioactive natural compounds as potential medications for osteogenic effects in a molecular docking approach" (2022).

How the data were processed

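Gene expression of rat bone mesenchymal stem cells (BMSCs) was measured on NimbleGen rat expression arrays with Cy3 as the only dye. Of the 2 arrays, 1 held RNA of BMSCs treated with the solvent DMSO and 1 held RNA of BMSCs treated with icariin, a flavonol glycoside of Epimedium. The groups were taken from the treatment label of each sample. The labels give the donor animals as female, whereas the study's methods describe male rats, and sex entered no comparison.

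The deposited intensity values had been normalized by the authors through quantile normalization and the RMA algorithm of the NimbleScan software, which summarises the probes of each sequence into 1 value. The version of NimbleScan and the background step are not given in the sources used here. The values were on a linear scale, and both arrays had nearly equal distributions, which quantile normalization brings about. Each array held 26419 sequences, and 99.8% of them were measured by 5 probes. A further entry summarised 8710 probes of random sequence and served as background control. The files also carry a standard error per sequence, whose scale is not given, and it was not used as an error. The value table of the series held 20045 of the same sequences. The 6374 sequences it leaves out had values below 100 on both arrays, and the values it shares with the array files differed by 0.0288 at most. Quantile normalization forces the arrays onto a common distribution, so a change of all transcripts in 1 direction would not be seen.

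Sequences were named through the RefSeq gene table of the GRCr8 assembly, which was used for names only. Of the sequences, 20681 were matched by gene identifier and 31 by transcript accession, and 5707 kept the symbol of the file. They fell into 24203 genes, and the log2 values were averaged for the 1951 genes with more than 1 sequence. The log2 difference was the icariin value minus the DMSO value. Olfactory and vomeronasal receptor genes, 1426 in all, were taken as a class that BMSCs do not use. Their 95th percentile on each array is called the receptor level, and a gene was called above it on an array when its value there was higher. Where the dimmer array did not measure a gene above the receptor level, the ratio is given as "at least", with values under the higher of both receptor levels (168) raised to that floor. This is a convention and not a sure lower bound, since some receptor genes lie above the floor. Their 99th percentile was 221 on the DMSO array and 270 on the icariin array. A gene whose brighter value lies below these can still be at background.

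The study's methods identify differentially expressed genes by fold change filtering and name no fold. A sheet of the supplement does name a fold, lower than the one chosen here, and it is among the alternatives. The filter used here was 2-fold in each direction. With 1 array per condition the difference has no replicate check. No test across samples exists, and no p-value, SE or SD across arrays was made. For each of 44 gene lists, the median log2 difference was placed among the medians of 10000 random lists of the same size drawn from 20 bins of mean log2 level. A list is called outside the central 95% below the 2.5th or above the 97.5th percentile, which describes these 2 arrays and is not a test of the treatment. If genes varied independently, chance alone would put 2.2 of 44 lists outside. Genes of a list can vary together and some lists share members, so more may lie outside without any effect of the treatment.

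The comparison, the fold, the lists, the naming rule and the alternatives were chosen before the data were examined. The lists were fixed after the study and part of its list of up-regulated genes had been read, with fold changes and intensities. That part held C1qa, Lyz2, Ncf4, Abca1 and Egr1 near its top and further members of several lists, so the macrophage, complement, LXR and immediate early lists are not independent of it, and the same applies to members of other lists that it held. The genes named were the 5 markers the study measured by PCR, the 12 largest rises and 12 largest falls among genes above the receptor level on the higher array, up to 4 members of each list with the largest difference above that level, and Actb and Gapdh. Alpl, Runx2, Bglap, Sp7, Ibsp, Abca1 and Egr1 were named whatever their level. The largest rises and falls excluded symbols that begin with LOC, RGD or MGC and the receptor genes. Of the list members that the rule allows, the text names a selection made after their values were seen, and the counts cover all members.

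The alternatives were the value table of the series, a loess of the difference on level with a span of 0.3, centring on genes above the receptor level, the sequence with the highest level in place of the mean, 64 added to both values, folds of 1.5 and 3, filters on the receptor level, sequences in place of genes, the 99th percentile as receptor level, and another class of genes to set it. Raising values to the floor of 168, and leaving the members read near the top of that list out of the macrophage list, were added after the data had been seen. For alternatives and for the simulated lists below, 2000 random lists were drawn.

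The procedure was tested on simulated data, in which 24203 genes received scatter of the size observed at their level and 200 genes above the receptor level on both arrays were changed by known folds. Of 50 genes raised 4-fold, 92% were called, and of 50 lowered 4-fold, 98%. Of 50 genes changed 2-fold upward and 50 downward, 46% each were called. Of 24003 unchanged genes, 11.0% were called in either direction, where the scatter was taken from the observed differences and so includes any real change. Of 200 unchanged lists of 20 genes, 4% lay outside the central 95%. The share was 92% of 50 lists shifted by 0.5 on the log2 scale and 100% of 50 lists shifted by 1. Simulated scatter was drawn independently for each gene, so genes of a list did not vary together. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.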

Results

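To follow the response of bone mesenchymal stem cells (BMSCs) to icariin, the gene expression profiles of DMSO-treated and icariin-treated rat BMSCs were compared. Each condition was measured on 1 array, so no difference below has a replicate check, and "higher" or "lower" describes the icariin array against the DMSO array. The median intensity of the 26419 sequences was 140 on the DMSO array and 142 on the icariin array. Probes of random sequence read 73.8 and 78.4, and the receptor level, the upper limit for genes taken as silent, was 148 and 168. Of 24203 genes, 11636 lay above the receptor level on the DMSO array and 10638 on the icariin array. Across genes, which are not independent replicates, the log2 values of the arrays correlated with r = 0.921.

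Genes of macrophages and of leukocytes in general were higher in icariin-treated BMSCs, several of them by more than 4-fold. Genes of the mitochondrial respiratory chain were lower, and of the 5 PCR markers of osteoblast differentiation, 4 differed less than 2-fold while Bglap was too dim on the DMSO array to tell. In total, 1576 genes were at least 2-fold higher and 1697 at least 2-fold lower on the icariin array, which together are 13.5% of all genes. Most of these genes were dim on at least 1 array. Among the 9258 genes above the receptor level on both arrays, 275 were at least 2-fold higher and 407 at least 2-fold lower. Olfactory and vomeronasal receptor genes, which BMSCs are taken not to use, differed 2-fold about as often as the rest, in 178 of 1426 cases (12.5%). Of the 44 gene lists, 9 had a median above and 2 a median below the central 95% of level-matched random lists.

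**Figure D1:**
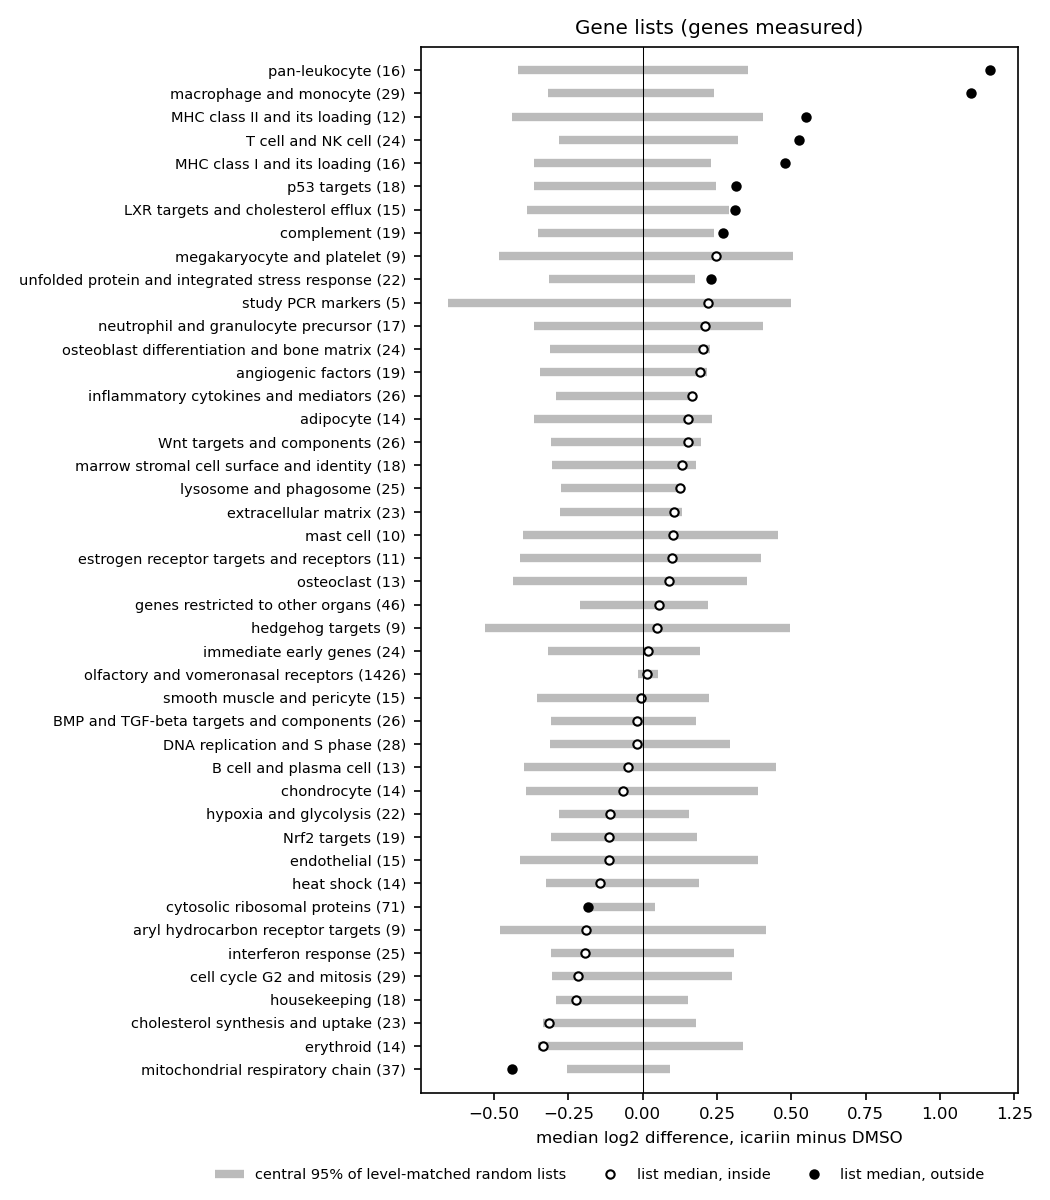
Median log2 difference of each gene list, icariin minus DMSO, with the number of genes measured in brackets; grey bars mark the central 95% of the medians of 10000 random lists matched on size and level. The pan-leukocyte list (1.17) and the macrophage list (1.10) lie farthest to the right and the respiratory chain (-0.44) farthest to the left.

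The 12 largest rises included genes known from myeloid cells and genes that are not, and their order rests on dim DMSO values for most of them. Igsf7 l1, an immunoglobulin superfamily gene that the array annotates as similar to a Cd300 antigen, was at least 5.34-fold higher, with intensities of 80.7 on the DMSO array and 899 on the icariin array. Ms4a4a, a surface protein of macrophages, was at least 3.62-fold higher, and Lilrb4, an inhibitory receptor of myeloid cells, at least 4.73-fold. Among the 12 largest rises, Lyz2, C1qa and Apobec1 lay above the receptor level on both arrays. Lyz2, which encodes lysozyme, went from 318 to 2727, a ratio of 8.58. C1qa, a chain of complement C1q, was 6.19-fold higher, and Apobec1, a cytidine deaminase, 6.90-fold. The other large rises were Cryaa, Clps, Parp16, Cyp26c1 and Tox3, at least 3.84, 2.23, 3.93, 2.77 and 2.06-fold higher, and the keratin gene Krt15 (80.5 and 506), each dim on the DMSO array.

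All of the 12 largest falls were dim on the icariin array. Rapgef3, an exchange factor for Rap activated by cyclic AMP, fell by the largest bounded ratio of the 12, at least 4.64-fold, from 782 to 120. Nat8l was at least 4.37-fold lower, Slc17a6, a vesicular glutamate transporter, at least 3.57-fold, and Zcchc12 at least 3.51-fold. Alkbh2, a DNA repair enzyme, was at least 3.25-fold lower, Cdh16, a cadherin of kidney, at least 2.99-fold, and Gcnt2 at least 2.63-fold. For Shd, Pcdhb19, 1700067P10Rikl, Cblif and Cripto the bounds were 2.28, 1.72, 1.56, 1.48 and 1.43.

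Osteoblast genes asked whether icariin, used by the study as an osteogenic reference, shifted the markers of bone formation in the profile. The paper reports its PCR markers after hydroxycholesterol or a ginsenoside, at later times than this profile, and not after icariin. Of the 5 PCR markers, 4 differed by less than 2-fold, and Bglap was too dim on the DMSO array to tell. Alpl, which encodes alkaline phosphatase, read 427 and 431. Col1a1, the main collagen of bone, went from 33820 to 39096 (log2 difference 0.21), and Spp1, which encodes osteopontin, from 4372 to 5945 (0.44). Bglap, which encodes osteocalcin, went from 146, below the receptor level, to 263, at least 1.56-fold higher. The value of 263 lay below the 99th percentile of receptor genes on the icariin array (270), so even this bound is uncertain. Runx2, the master regulator of the lineage, went from 206 to 240, but its sequences disagreed, with log2 differences of 0.82 and -0.38. The median of the 5 markers was 0.22, at the 86.4th percentile of random lists.

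In the wider list of osteoblast differentiation and bone matrix, 2 of 24 genes were at least 2-fold higher, 2 at least 2-fold lower and 20 neither. The median was 0.20, at the 96.4th percentile and inside the central 95% of random lists. With 64 added to both values it was 0.19 and lay above the central 95%, and with values raised to the floor it was 0.02 and inside. Dlx3, a homeobox factor, was at least 1.37-fold lower, and Mepe, a matrix protein of osteocytes, read 219 and 96.4. Ibsp, which encodes bone sialoprotein, read 544 and 442. Sp7, the osterix gene, was not above the receptor level on either array (140 and 161).

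Genes that mark the stromal cell itself were largely level. Of 18 marrow stromal identity genes, none was at least 2-fold higher and 1 was lower, and the median was 0.13, at the 93.7th percentile. The lower gene was Vcam1, an adhesion molecule, at least 2.38-fold lower on the icariin array. Postn, a matrix protein of stroma, and Twist1, a mesenchymal transcription factor, were higher by 1.67 and 1.38-fold. Of 23 extracellular matrix genes, none differed 2-fold, and the median was 0.10, inside the central 95% of random lists. Plod2, a collagen lysyl hydroxylase, was 1.97-fold higher, and Serpinh1, the collagen chaperone, was 1.57-fold lower.

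Macrophage genes were the list that stood farthest from its random lists together with the pan-leukocyte genes. Of 29 macrophage and monocyte genes, 15 were at least 2-fold higher, none at least 2-fold lower and 14 neither. The median was 1.10, above all random lists (100th percentile), whose central 95% ran from -0.32 to 0.24. Lyz2 and C1qa led the list, and Ncf4, a subunit of the phagocyte oxidase, was at least 2.42-fold higher. Members of high intensity, named after their values were seen, were Cd68 (1423 and 5597), Ctss (894 and 2566), C1qc (520 and 2250.5) and Cd14 (1236 and 1507). With values raised to the floor, 10 members stayed at least 2-fold higher and the median was 0.57. The list is not independent of the study's own list of up-regulated genes.

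Pan-leukocyte genes, none of which is in the macrophage list, were higher as well. Of 16 genes, 9 were at least 2-fold higher, none lower and 7 neither, with a median of 1.17 at the 100th percentile. Cd53, a tetraspanin of leukocytes, was 3.50-fold higher, from 243 to 849. Cd37, another leukocyte tetraspanin, was at least 2.30-fold higher. Was and Nckap1l, regulators of actin in blood cells, were at least 1.20 and 1.19-fold higher. With values raised to the floor, 5 genes stayed at least 2-fold higher and the median was 0.41.

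**Figure D2:**
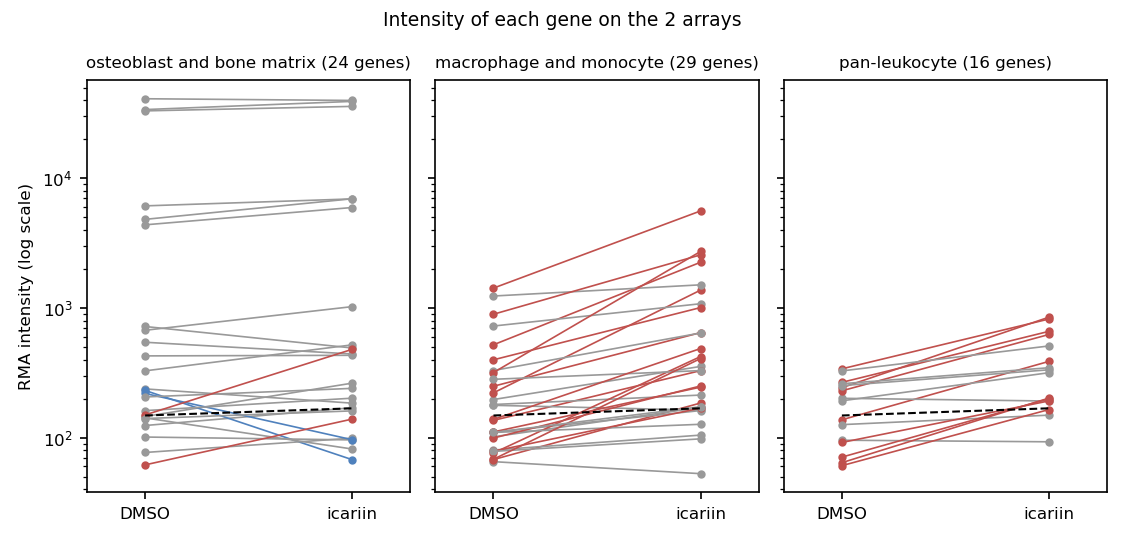
RMA intensity (log axis) of each gene on the DMSO and icariin arrays for the osteoblast, macrophage and pan-leukocyte lists; each line is 1 gene, red when at least 2-fold higher, blue when at least 2-fold lower and grey otherwise, and the dashed line is the receptor level. Lines of the 29 macrophage and 16 pan-leukocyte genes mostly slope upward, while the brightest of the 24 osteoblast genes stay level.

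Lists for antigen presentation and complement had medians above the central 95% of random lists, although most of their members did not differ 2-fold. Of 12 genes of MHC class II and its loading, 3 were at least 2-fold higher, none lower and 9 neither (median 0.55, 99.6th percentile). With values raised to the floor, 2 stayed at least 2-fold higher and the median was 0.05. Cd74, the invariant chain, went from 434 to 1021, and RT1-Da was at least 2.02-fold higher. Of 16 genes of MHC class I and its loading, 2 were at least 2-fold higher and none lower, with a median of 0.48 outside the central 95%. Tap1, a subunit of the peptide transporter, was 2.30-fold higher, while Psmb10, an immunoproteasome subunit, was 1.68-fold lower. Of 19 complement genes, 1 was at least 2-fold higher and none lower (median 0.27, 98.4th percentile). C3, the central component of the cascade, was 1.97-fold higher. The complement list is not independent of the study's list either.

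Other blood lineages were followed in separate lists, which were not compared with the macrophage list. Of 24 T cell and NK cell genes, 5 were at least 2-fold higher and none lower, and the median was 0.53, outside the central 95%. However, 17 of them were not above the receptor level, and the median was 0 when values were raised to the floor. Cd247, the zeta chain of the T cell receptor, was 3.09-fold higher, and Cd28, a costimulatory receptor, at least 1.83-fold. Of 14 erythroid genes, none was at least 2-fold higher and 5 were lower, with a median of -0.33 at the 3.29th percentile, inside the central 95%. It lay below the central 95% with the value table of the series (-1.01) and over members above the receptor level (-1.11), and was 0 with values raised to the floor. Hbb, a beta globin, was 2.03-fold lower, from 1834 to 902, and Hbb-b1 at least 1.71-fold, where globin copies are near-identical and probes can share signal.

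The neutrophil list had 2 of 17 genes at least 2-fold higher and 4 lower, with a median of 0.21 at the 83.8th percentile that turned to -0.20 over members above the receptor level. Prg2, an eosinophil granule protein, was at least 2.34-fold lower and Elane, neutrophil elastase, at least 1.34-fold higher. B cell genes had a median of -0.05 (34.8th percentile), with none of 13 at least 2-fold higher and 2 lower, among them Cd22, a receptor of B cells, with a bound of 1.07. None of 10 mast cell genes differed 2-fold (median 0.10, 63.8th percentile), but 9 of them were not above the receptor level, nor were 11 of the neutrophil, 11 of the B cell and 7 of the megakaryocyte genes, so these lists say little about change. Among 9 megakaryocyte genes, 1 was at least 2-fold higher and none lower (0.25, 82.5th percentile), and Pf4, platelet factor 4, was 1.54-fold higher. Osteoclast genes, which share the myeloid origin of macrophages, had 1 of 13 at least 2-fold higher and 1 lower (0.09, 74.4th percentile). Acp5, the tartrate-resistant phosphatase, was 2.27-fold higher, and Itgb3, the integrin beta chain, at least 2.18-fold lower.

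Lipid handling was followed in lists for cholesterol efflux, cholesterol synthesis and the lysosome, which were not compared with each other. Of 15 LXR targets and genes of cholesterol efflux, 3 were at least 2-fold higher, none lower and 12 neither, with a median of 0.31 at the 98.1th percentile. Abca1, the cholesterol exporter, went from 103 to 589, at least 3.50-fold higher, and Pltp, the phospholipid transfer protein, was 2.35-fold higher. Apoc1 was at least 1.24-fold higher. Of 23 genes of cholesterol synthesis and uptake, none was at least 2-fold higher and 3 were lower, with a median of -0.31 at the 3.43th percentile, inside the central 95%. With values raised to the floor it lay outside, at the 1.05th percentile. Msmo1, a sterol methyl oxidase, was 2.52-fold lower, Insig1, a sterol sensor of the endoplasmic reticulum, 2.33-fold, and Pmvk, a kinase of the mevalonate pathway, 2.04-fold. The LXR list is not independent of the study's list, and macrophages also express many of its genes. None of 25 lysosome and phagosome genes differed 2-fold (median 0.12, 96.9th percentile), with Ctsz 1.52-fold higher and Atp6v1a 1.66-fold lower.

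Genes of the mitochondrial respiratory chain were lower as a group. Of 37 genes, 33 had a lower value on the icariin array and 4 a higher value, and 2 were at least 2-fold lower. The median was -0.44, at the 0.01th percentile of random lists, whose central 95% ran from -0.25 to 0.09. Ndufa9, a subunit of complex I, went from 1256 to 502, and Uqcrc2, a subunit of complex III, was 2.11-fold lower. Every gene of the list was above the receptor level on the higher array. Cytosolic ribosomal protein genes had a median of -0.18 at the 1.93th percentile, with none of 71 at least 2-fold different and 56 lower by any amount. Rplp0, of the ribosomal stalk, was 1.70-fold lower. Housekeeping genes, which overlap both lists, had a median of -0.22 at the 8.54th percentile, and none of 18 differed 2-fold. Actb and Gapdh had log2 differences of -0.23 and -0.27.

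Lists of signals tied to bone formation lay inside the central 95% of random lists, the Wnt list only in part of the settings. Of 26 genes of the Wnt pathway, 2 were at least 2-fold higher and none lower (median 0.15, 94.7th percentile). Over its 20 members above the receptor level the median was 0.26, at the 99.5th percentile and outside the central 95%. These were Fzd1, a Wnt receptor, at 2.15-fold and Ccnd1, which encodes cyclin D1, at 2.07-fold. Of 26 genes of BMP and TGF-beta signalling, 2 were at least 2-fold higher and 1 lower (-0.02, 63.8th percentile). Fst, the activin antagonist follistatin, was 2.14-fold higher, and Id3, a BMP target, 2.02-fold lower. Of 9 hedgehog targets, 1 was at least 2-fold lower (0.05, 60.8th percentile), namely Foxl1, with a bound of 1.34. None of 11 estrogen receptor genes and targets differed 2-fold (0.10, 71.0th percentile), with Igfbp4 1.81-fold lower and Xbp1 1.73-fold higher. However, 7 of these 11 genes were not above the receptor level, so this list says little about change. The same held for 3 of the 9 hedgehog targets.

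Immediate early genes went both ways. Of 24 genes, 3 were at least 2-fold higher, 4 lower and 17 neither (median 0.02, 72.8th percentile). Egr1, a growth-induced zinc finger factor, went from 2690.5 to 14625, a ratio of 5.44, and Klf4 was 2.73-fold higher. Fosb and Nr4a3 were at least 1.90 and 1.24-fold lower. Of 26 inflammatory mediators, 1 was at least 2-fold higher and 1 lower, and the median was 0.17, at the 97.4th percentile. It was 0.03 over members above the receptor level and 0 with values raised to the floor. Tnf was 3.24-fold lower, from 731 to 226, and Il1b 1.91-fold lower, while Cxcl2 was 1.94-fold higher and Il6 at least 1.40-fold. Interferon response genes had 3 of 25 at least 2-fold higher and 2 lower (-0.19, 9.77th percentile), with Ifit3 at least 1.45-fold higher and Stat2 at least 1.49-fold lower. In this list 15 genes were not above the receptor level, and with values raised to the floor none differed 2-fold.

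Proliferation genes were inside the range of random lists, but 16 of the mitotic and 15 of the replication genes were not above the receptor level, and none differed 2-fold with values raised to the floor. Of 29 genes of G2 and mitosis, none was at least 2-fold higher and 3 were lower (median -0.22, 7.42th percentile). Kif23, a kinesin of cytokinesis, was at least 1.75-fold lower, and Aurkb 1.90-fold, whereas Aurka was 1.66-fold higher. Of 28 genes of DNA replication and S phase, 3 were at least 2-fold higher and 2 lower (-0.02, 46.7th percentile). Cdt1, a licensing factor, was at least 1.68-fold higher, and Pcna, the sliding clamp, 1.91-fold lower.

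How far a 2-fold difference can be read depended on the intensity. The share of genes that differed 2-fold was 3.92% in the dimmest decile, 21.7% in the fifth and 4.05% in the brightest. Receptor genes differed 2-fold in 12.5% of cases, against a median of 10.7% for level-matched draws of other genes, whose central 95% ran from 9.26% to 12.2%. The list median of the receptors was 0.01, at the 38.2th percentile, with 102 at least 2-fold higher and 76 lower. Genes restricted to other organs had 4 of 46 at least 2-fold higher and 6 lower (0.05, 66.5th percentile). Ckm, creatine kinase of muscle, was at least 1.46-fold higher and Gad1, of inhibitory neurons, at least 1.85-fold lower. The neuronal genes Snap25 (4969 and 2074) and Syn1 (571 and 228), named after their values were seen, were lower well above the receptor level, so this class is not only low-signal scatter. Different sequences of a gene gave another check, for which the first 2 sequences of each gene were used. Here a sequence counted as above the receptor level when its mean log2 value over both arrays passed the mean log2 of both levels. Among 572 genes with both sequences above the receptor level, the differences of the sequences correlated with r = 0.415 across genes, against 0.228 for all 1951 genes with more than 1 sequence and 0.125 for the 863 with neither sequence above it. Of 71 of the 572 whose first sequence differed 2-fold, 22 differed 2-fold the same way by the second and 58 had the same sign, and of 121 such genes among the 863, 18 and 69.

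**Figure D3:**
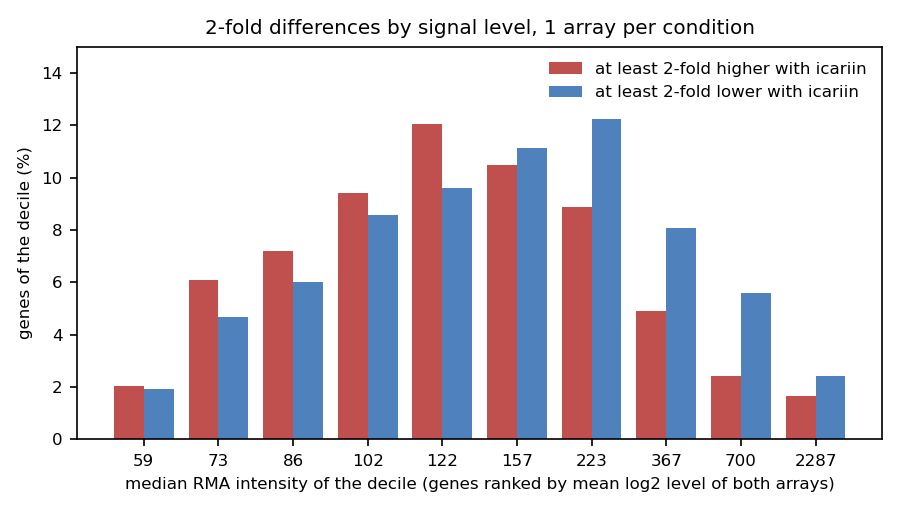
Share of genes in each decile of mean log2 level that were at least 2-fold higher (red) or lower (blue) on the icariin array, with the median RMA intensity of the decile on the horizontal axis. The shares are highest at intensities of 122 to 223, near the receptor level of 148 and 168, and low in the brightest decile.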

Values the study reported

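The study exposed BMSCs to icariin at a final concentration of 20 μM and isolated the RNA after 24 h of treatment.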

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

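Raising values to the floor of 168 and leaving genes out of the macrophage list for having been read in the study's list were chosen after the data had been seen. The number of genes called different depended on the filter, the fold and the handling of dim values. The counts of higher and lower genes were 3973 and 4301 at 1.5-fold, 357 and 392 at 3-fold, 542 and 686 with 64 added to both values, and 358 and 597 with values raised to the floor. Above the receptor level on the higher array 1035 genes were higher and 1368 lower, and above it on both arrays 275 were higher and 407 lower. These filters leave fewer genes or shrink differences of dim genes by construction. Genes restricted to other organs differed 2-fold in 21.7% of cases, and as the class that sets the level they left 2506 genes above it, since some of them were bright here. The cause was not tested.

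The macrophage median was 0.82 with 64 added, 0.57 at the floor, 1.30 over members above the receptor level and 0.85 without the members read near the top of the study's list. The pan-leukocyte median was 0.79 with 64 added and 0.41 at the floor, and the osteoblast median 0.0151 at the floor. Of the 11 lists outside the central 95%, 10 stayed outside on the same side in every alternative run. The T cell list was the exception, with a median of 0 at the floor. Only the macrophage list was rerun without members read near the top of the study's list, and the LXR and complement lists were not. The LXR median (0.31) lay just above the upper limit of its random lists (0.29). That list holds Abca1, which had been read beforehand, so its call may rest on this gene. Another 7 lists, the osteoblast, Wnt, erythroid, cholesterol synthesis, inflammatory, lysosome and receptor lists, lay outside in some alternative only. The receptor list did so over members above the receptor level (0.31), so this filter can move a list by itself, which weakens the Wnt and lysosome calls under it. No probe-level values were used, so that alternative was not run. No paired analysis was possible because each condition has 1 array and no result comes from a test. Leaving out a replicate leaves no comparison. Signal over background limits the dim genes, for which only bounds relative to the floor are given.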

Other observations

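The test of the respiratory chain list against scatter of single genes was chosen only after its result had been seen, and the tests of intensity and length were chosen after that list had been seen to be lower but before their own results. The tests on macrophage genes were chosen before the array files were read, but after several of those genes had been seen as higher in the study's list. Stress genes, not described above, included 3 heat shock genes that were at least 2-fold lower. Hspa1a and Hspa1b, near-identical genes for the inducible Hsp70 whose probes can share signal, were 3.79 and 3.71-fold lower on the icariin array, and Dnajb1, a cochaperone of Hsp70, was 2.42-fold lower, from 5915 to 2443. The other 11 of 14 heat shock genes did not differ 2-fold, and the list median was -0.14, at the 27.8th percentile. Of 22 genes of the unfolded protein and integrated stress response, 2 were at least 2-fold higher and 1 lower, with a median of 0.23 at the 99.3th percentile, outside the central 95%. Dnajc3 was 2.03-fold higher and Trib3 2.31-fold lower. Of 18 p53 targets, 1 was at least 2-fold higher and 1 lower (median 0.31, 99.1th percentile), namely Plk2 at 2.48-fold and Btg2 at 2.04-fold. Hmox1, heme oxygenase, was 2.73-fold higher and alone among 19 Nrf2 targets to differ 2-fold (-0.11, 32.3th percentile).

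Of 22 genes of hypoxia and glycolysis, none was at least 2-fold higher and 2 were lower, Ndrg1 at 2.79-fold and Pkm, pyruvate kinase, at 2.39-fold (median -0.11, 31.9th percentile). Of 19 angiogenic factors, 4 were at least 2-fold higher and none lower (0.19, 96.2th percentile). These were Ang, angiogenin, at 2.22-fold, Fgf2 at 2.11-fold, Angpt4 at 2.05-fold and Angpt1 with a bound of 1.76. Over members above the receptor level the median was 0.04. With values raised to the floor it was 0, and 3 genes stayed at least 2-fold higher. Among 9 targets of the aryl hydrocarbon receptor, 1 was at least 2-fold higher (-0.19, 24.2th percentile), the receptor gene Ahr itself, with a bound of 1.58. Endothelial genes had 1 of 15 at least 2-fold higher and 2 lower (-0.11, 30.8th percentile), and 7 were not above the receptor level. Cldn5 was 2.17-fold lower and Pecam1 at least 1.60-fold, while Tie1 was at least 1.89-fold higher and Cdh5 1.82-fold. Adipocyte genes had 1 of 14 at least 2-fold higher (0.15, 93.0th percentile), Cidec, at least 2.59-fold. Chondrocyte genes had 2 of 14 at least 2-fold lower (-0.07, 37.7th percentile), Acan and Comp, both dim. In the chondrocyte list 9 genes were not above the receptor level. Smooth muscle genes had 1 of 15 at least 2-fold higher and 1 lower (-0.01, 63.1th percentile), Actg2 at 2.55-fold and Rgs5 at least 2.58-fold.

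Macrophage genes were higher on the icariin array, and scatter near background would have left the list among its random lists, whereas it lay at the 100th percentile. A change in macrophages already present, with no change in number, would leave pan-leukocyte genes level. Their median was 106% of the macrophage median, which argues against such a change unless the pan-leukocyte genes respond to icariin themselves. This ratio leans on dim values, since at the floor the pan-leukocyte and macrophage medians were 0.41 and 0.57. Pan-leukocyte genes above the receptor level on both arrays ran from -0.07 (Coro1a) to 1.81 (Cd53), which weakens the argument. A larger share of macrophages in the icariin culture is a candidate explanation, since the pan-leukocyte median was 1.17. Against an even rise, the 13 macrophage members above the receptor level on both arrays differed by 0.22 to 3.10. The abundant Cd14 differed by only 0.29. A change of share alone could give this spread if other cells supplied part of the signal, or through background and scatter of the arrays. The SD of these 13 log2 differences across genes was 0.93, against 0.55 for all genes above the receptor level on both arrays. These sources of spread were not told apart. Whether icariin or a difference between the cultures brought it about stays open with 1 array per condition, in adherent marrow cells for which no sort is described.

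Among genes near the level of random probes, 2-fold differences appeared, but not more often than among all genes. Their share was 10.7% and 13.2% in the deciles with median intensities of 72.9 and 85.6, against 13.5% of all genes. It was highest, at 21.7%, in the decile with a median of 122. Receptor genes differed 2-fold in 12.5% of cases, above the central 95% of level-matched draws of other genes, so scatter of the array at low signal is a candidate explanation for the differences of dim genes. No biological explanation was tested for this pattern.

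Respiratory chain genes were lower on the icariin array. Scatter of single genes would leave the list inside its random lists, and it lay at the 0.01th percentile. That percentile had been seen before the test was chosen, so it adds nothing to the observation itself. A trend with intensity shared by all genes would also move the level-matched random lists, and the list lay below these. After the loess the median was -0.35, at the 0.01th percentile of random lists. The percentile after the loess adds little, since matching on level had already allowed for such a trend. A trend with coding length would leave the list inside random lists matched on level and coding length. It lay at the 0.01th percentile of those, whose lower limit was -0.25, against -0.25 with level alone. The matching changed little because the difference hardly followed coding length. Across genes above the receptor level on both arrays, Spearman's rho was -0.015, which argues against a trend with coding length. Transcript length beyond the coding part was not tested. The lower values may reflect an effect of icariin or a difference between the 2 cultures, such as a larger share of other cells. Both remain untested.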
